A study of Mus musculus with 12 samples. Its data were reported in "Folate regulates RNA m5C modification and translation in neural stem cells" (2022).

How the data were processed

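Neural stem cells (NSCs) from the subventricular zone of mice, the niche beside the lateral ventricles that keeps making neurons, were cultured in medium with 1.5 µM (LF), 10 µM (MF) or 80 µM (HF) folic acid and collected on day 4. MF was the reference dose. From each dose, total mRNA and polysome mRNA were sequenced in biological duplicate, which gave 12 libraries in 6 groups of 2. For polysome mRNA, the study treated cells with cycloheximide, which holds ribosomes on their mRNA, separated the lysate on a sucrose gradient and pooled the fractions with more than 3 ribosomes per mRNA. Poly(A) RNA was selected before library preparation with a strand-preserving kit. The labels state that the replicates are biological but not that they came from separate animals or cultures. P-values here measure only the spread between these libraries.

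For each library, the deposited gene table held expected counts, TPM and FPKM made by the authors. Per the labels and the study's methods, read pairs were trimmed, aligned with Bowtie2 2.2.9 to the mouse genome mm10 and assigned to genes with RSEM 1.3.0, which divides a pair that fits several genes between them by likelihood. The expected count of a gene as deposited is therefore an estimate that need not be whole, and 4.04% to 5.95% of the listed values in a library, zeros included, were not whole numbers. TPM and FPKM in the deposited tables were computed by the authors' RSEM run from the same expected counts and a length per gene. The deposited tables also listed an effective gene length, an other measurement that RSEM derives from the transcripts and fragment sizes. The strand setting given to RSEM was not given in the sources used here. Genes that overlap, lie antisense to another gene or have near-identical pseudogene or paralog copies are therefore reported as uncertain.

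The tables listed 43432 gene identifiers. Of these, 42548 (97.96%) matched GENCODE mouse release M21, an annotation of the same build, which gave symbols, positions and biotypes, and 884 did not match. GC content was available for 42462 genes. Unmatched identifiers took between 0.115% and 0.202% of the counts of a library and stayed in the tests under their identifier. Expected counts were rounded to whole numbers for all count tests, and TPM was used only to correlate replicates.

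Library totals were between 20506797 and 23593252 counts for total mRNA and between 24193468 and 28170296 for polysome mRNA. Counts are read pairs without molecular identifiers, so counting error is a lower limit on the error. Replicates were checked for duplicate deposits by a chi-square test of their counts over genes. The ratio of chi-square to degrees of freedom was between 2.78 and 138.81, so every pair of replicates differed by more than sampling noise and each library counted as 1 replicate.

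Genes were tested with edgeR 4.0.16 in R 4.3.3. The steps were TMM scaling, filterByExpr, robust dispersion estimation and the robust quasi-likelihood F test with Benjamini-Hochberg adjustment. Every adjusted p for a gene below comes from this edgeR test unless another tool is named. A gene was called at an adjusted p under 0.05 and a fold change above 1.2 in either direction, the thresholds of the study. The study used DESeq2 for total mRNA and for polysome against total mRNA, and Xtail, which was not used here, for translation efficiency. Changes of total mRNA were tested in the 6 total libraries (13912 genes, 3 residual degrees of freedom), and changes of polysome mRNA in the 6 polysome libraries (13433 genes, 3 residual degrees of freedom). Translation efficiency (TE), the ratio of polysome to total mRNA, was tested as an interaction in a fit of all 12 libraries (14421 genes, 6 residual degrees of freedom), which also gave polysome against total mRNA at each dose and over the 3 doses. The doses shared a common estimate of the spread in each fit. The biological coefficient of variation was 0.0433 in total mRNA, 0.231 in polysome mRNA and 0.164 over all libraries. Standard errors were taken from the fold change and its F statistic.

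Gene lists of pathways, protein complexes, cell types that such a culture could hold and genes named in the study's text were fixed before the data were examined, as were the tests, thresholds and most alternatives. Of 39 lists, 38 had at least 3 tested members. They were tested with camera from limma 3.58.1 at its preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists of a comparison, and again with a correlation estimated from the data. Camera compares a list with all other genes, so a list can be called although none of its genes is. The lists were also tested with fry, a rotation test that does not compare a list with other genes. An interval on a list's median is a 95% bootstrap over its genes with 2000 draws. Of the calls with the preset correlation, the estimated correlation kept 2 of 13 for TE in HF against MF, 1 of 16 for polysome against total mRNA over the 3 doses, and none in total or polysome mRNA or for TE in LF. Fry kept 0 of 5 in total LF, 0 of 9 in total HF, 1 of 6 in polysome LF, 2 of 12 in polysome HF, 2 of 5 for TE in LF, 3 of 13 for TE in HF, 6 of 12 for TE in HF against LF and all 16 for polysome against total mRNA over the 3 doses.

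The genes named in each comparison followed a fixed rule. It took called genes with a symbol other than a predicted-gene, clone or pseudogene name, a mean of at least 5 CPM (counts scaled to a common library size with TMM) and replicate values that did not overlap between groups, and kept the 8 largest rises and the 8 largest falls. It added up to 4 called members of each list with the smallest adjusted p, the genes the study's text names for the comparison, the culture markers Nes and Sox2, and the nuclear RNAs Malat1 and Neat1. Where fewer than 5 genes were called, all of them and the 3 genes with the smallest p in each direction that did not pass were added. The rule was also applied to the fits of only the compared libraries for HF against MF. Genes named outside the rule are said to be so.

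Each result was recomputed with relative log expression size factors, without the expression filter (mean count of at least 1), with DESeq2 1.42.0, with limma voom and sample quality weights, with the replicate number as a block, after a loess trend (span 0.3) on gene length was removed from each library, with only the libraries compared, and leaving out each library in turn. With a library left out, its group held 1 library and the spread came from the other groups. Removal of a trend on GC content was chosen after seeing the data. So were the list tests after that removal, on the compared libraries and with each library left out. The tests were tested on simulated data drawn from the means and library sizes of these genes, with 200 genes changed by known amounts. Of genes changed by 1 on the log2 scale, edgeR recovered 89.6% in the design of total mRNA HF against MF (13785 genes), 22.7% in that of polysome HF against MF (13278 genes), 3% in that of TE HF against MF (14060 genes) and 80.3% in that of polysome against total mRNA (14085 genes). Of genes changed by 2, it recovered 97%, 86.4%, 67.2% and 93.8%. In the same designs edgeR also made 12, 8, 4 and 8 false calls. Among 100 simulated unchanged lists of 30 genes in each design, none had an unadjusted camera p under 0.05. The simulated data were drawn from gene means and library sizes. They therefore do not show how often camera would call a real list whose genes move together without a change. Tables were handled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots drawn with matplotlib 3.10.9. Bisulfite libraries of the same study were not used here.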

Results

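Total and polysome mRNA were sequenced from mouse NSCs kept in 3 concentrations of folic acid, the vitamin that carries the methyl and other single-carbon units used to make nucleotides and to methylate RNA, DNA and protein. Each of the 6 groups (LF, MF and HF, in total and in polysome mRNA) had 2 libraries. Total mRNA libraries held between 20506797 and 23593252 counts and polysome libraries between 24193468 and 28170296. Protein-coding genes took 97.2% of the total mRNA counts and 98.2% of the polysome counts. mRNAs made in the mitochondrion, which ribosomes of the cytosol do not translate, took 2.91 ± 0.089% of the counts in total mRNA and 0.596 ± 0.22% in polysome mRNA (SD, n = 6 each). The libraries separated mainly by fraction, with 76.9% of the variance on the first principal component of all 12.

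Replicates of total mRNA were close, with Pearson r of log2(TPM + 1) across genes between 0.994 and 0.995. In polysome mRNA r was 0.993 for MF, 0.992 for HF and 0.964 for LF. In polysome LF, 20.62% of the genes differed more than 2-fold between replicates, against 2.3% to 4.08% in the other groups. Polysome LF replicate 2 lay at 77.2 on the first principal component of the polysome libraries (53.4% of the variance), and the other 5 libraries lay between -32.7 and -3.3. This library enters every polysome and TE comparison through the shared estimate of the spread, and its values are part of each LF mean below.

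To ask what excess folic acid did to mRNA levels, total mRNA of HF was compared with MF. The endothelin receptor gene Ednrb, which acts in neural crest cells and astrocytes, rose 1.47-fold in HF, from 33.7 and 31.8 CPM in the MF libraries to 49.9 and 46.3 CPM (log2 0.55 ± 0.071 SE, adjusted p = 0.0033). Among the genes that fell, Slit3, a secreted axon guidance cue, was 1.4-fold lower (log2 -0.49 ± 0.079 SE, adjusted p = 0.0158), Col8a1, a collagen chain, was 1.3-fold lower (adjusted p = 0.0135), and Ptch1, the receptor that holds Hedgehog signalling in check and is also its target, was 1.24-fold lower (adjusted p = 0.0135). In all, 12 of 13912 genes were called, 4 up and 8 down, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

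The other genes named among the 8 that fell were Tenm4, a teneurin of the neuronal surface (log2 -0.31 ± 0.048 SE, adjusted p = 0.0135), the transcription factor Prdm1 (1.25-fold lower, adjusted p = 0.022), the imprinted zinc finger gene Peg3 (1.23-fold lower, adjusted p = 0.0313), Islr, a marker of mesenchymal cells (adjusted p = 0.0335), and Adgra2, an adhesion receptor of the Wnt7 pathway (1.21-fold lower, adjusted p = 0.0493). The other 3 genes that rose, Gm10273, Gm15655 and Gm20721, have predicted-gene names and are named here after their values were seen. Gm15655 is annotated as antisense, and its counts are uncertain without a stated strand setting. Ednrb (ENSMUSG00000022122) lies on chromosome 14 from 103814625 to 103844402, Slit3 (ENSMUSG00000056427) on chromosome 11 from 35121224 to 35708507, Col8a1 (ENSMUSG00000068196) on chromosome 16 from 57624258 to 57754737 and Ptch1 (ENSMUSG00000021466) on chromosome 13 from 63508328 to 63573598 of mm10, all protein-coding.

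**Figure D1:**
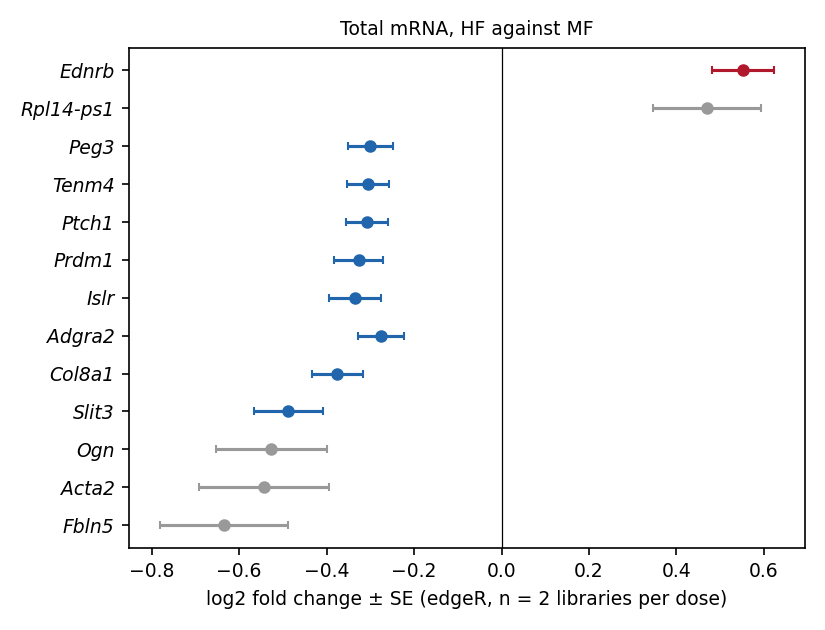
Log2 fold change of 13 genes in total mRNA of HF against MF, with bars of 1 standard error and n = 2 libraries per group. Red marks genes that rose (Ednrb, log2 0.55), blue genes that fell, and grey genes that did not pass, among them Fbln5, Acta2 and Ogn, whose values are lower but vary more.

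Of the 8 genes the study called changed in HF, 1 rose (Ednrb) and 3 fell (Slit3, Col8a1 and Ptch1). The other 4 did not pass. Adjusted over the list alone, all 8 passed, 2 up and 6 down. The list was chosen on these samples and is not independent evidence. The study reports that RT-qPCR bore out its changed genes, and those measurements were not used here. Fbln5, an elastic fibre protein, had log2 -0.63 ± 0.146 SE (adjusted p = 0.246), Acta2, the smooth muscle actin, -0.54 ± 0.148 (adjusted p = 0.478), Ogn, a small proteoglycan, -0.53 ± 0.126 (adjusted p = 0.322), and Rpl14-ps1, a processed pseudogene that can share reads with Rpl14 and is therefore uncertain, 0.47 ± 0.124 (adjusted p = 0.462). For this list camera gave adjusted p = 4.19e-07, and adjusted p = 0.411 with an estimated correlation.

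Markers of mesenchymal and mural cells, which wrap vessels and lay down matrix, were lower in HF as a group. Of 17 tested, 16 had negative values, with a median of log2 -0.40, no member called over all genes and 9 lower when adjusted over the list alone. Camera gave adjusted p = 1.17e-17, and adjusted p = 0.411 with an estimated correlation. Genes of the extracellular matrix shifted down as well (37 tested, 2 fell, 2 up and 6 down adjusted over the list alone, median log2 -0.09, camera adjusted p = 4.19e-07), as did the Notch pathway (median -0.06, camera adjusted p = 0.0176), the Hedgehog pathway with Ptch1 (median -0.07, camera adjusted p = 0.0486) and interferon response genes (median -0.15, camera adjusted p = 0.00899). Neural stem cell markers shifted up (20 tested, 2 higher adjusted over the list alone, median log2 0.05, camera adjusted p = 0.00552), as did mitochondrially encoded mRNAs (median 0.11, camera adjusted p = 0.00032) and folate and single-carbon enzymes (35 tested, median 0.04, camera adjusted p = 0.0482). With an estimated correlation these calls had adjusted p = 0.411, or 0.519 for the mitochondrial mRNAs. The mitochondrial mRNAs took 2.737% and 2.924% of the counts in MF replicates 1 and 2, and 2.976% and 2.97% in HF. Of the 9 lists called in total mRNA of HF, 7 held after a trend on gene length was removed and 7 after one on GC content. The markers of neurons (camera adjusted p = 0.331), astrocytes (0.593), oligodendrocyte lineage (0.516), microglia (0.108), endothelium (0.427) and ependyma (0.992) did not pass. The culture marker Nes, an intermediate filament gene of neural progenitors, had log2 0.12 (adjusted p = 0.638) and the stem cell factor Sox2 0.10 (adjusted p = 0.771).

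A fit of only the MF and HF libraries kept all 12 calls and gave 34, 11 up and 23 down. By the same rule it named Slc7a11, the cystine importer (1.42-fold higher, adjusted p = 0.0154), Vav3 (1.28-fold higher), the plasminogen activator Plat (1.23-fold higher, adjusted p = 0.00318) and Tnc, a matrix protein of the stem cell niche (1.2-fold higher, adjusted p = 0.00318). Among those that fell in it were the actin-linked gene Pdlim2 (1.45-fold lower), Plxdc2 (1.44-fold lower), the imprinted gene Zim1 and the pericyte receptor Pdgfrb (both 1.32-fold lower), and the basement membrane proteoglycan Hspg2 (1.2-fold lower, adjusted p = 0.013). The count of 12 was 0 without MF replicate 1, MF replicate 2 or HF replicate 1, and 97 without HF replicate 2, 40 without LF replicate 1 and 34 without LF replicate 2. DESeq2 called 23 genes, 9 of them among the 12.

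To ask what low folic acid did, total mRNA of LF was compared with MF. A single gene was called among 13912, the processed pseudogene Gm6851 (ENSMUSG00000056836, chromosome 7 from 40190937 to 40191331), with 76 counts over the LF libraries and 0 in MF and HF (adjusted p = 0.0151), and such a copy is uncertain. Among the genes of neural function with a small p that did not pass were the proteoglycan Bcan (log2 -0.63 ± 0.126 SE, adjusted p = 0.216) and the Rac activator Prex2 (0.34 ± 0.067 SE, adjusted p = 0.215). At an unadjusted p under 0.05 there were 872 genes. DESeq2 called 2, both lower in LF and neither of them Gm6851, and limma voom called 1, which was Gm6851. Of the study's 8 genes none passed, with log2 values from -0.24 for Ednrb to 0.41 ± 0.135 SE for Fbln5 (adjusted p = 0.691).

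Small shifts of whole lists in LF were called by camera. Translation factors with TOP mRNAs, a sequence class under growth control, shifted up (median log2 0.04, adjusted p = 0.0392), as did p53 targets (0.09, adjusted p = 0.00879), while cholesterol synthesis (-0.05, adjusted p = 0.00879), glycolysis (-0.06, adjusted p = 0.00897) and extracellular matrix (-0.04, adjusted p = 0.00314) shifted down. With an estimated correlation their adjusted p = 0.845, 0.797, 0.708, 0.708 and 0.708. No member of these lists passed over all genes. The count of called genes was 70 without LF replicate 1, 9 without LF replicate 2, 2 without HF replicate 1 and 3 without HF replicate 2, and Gm6851 was not called without either MF library.

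Polysome mRNA of LF was compared with MF to see which mRNAs were held on several ribosomes when folic acid was low. Rplp1, which encodes a protein of the ribosomal stalk, was 4.23-fold lower in LF polysomes, at 88.6 and 75.8 CPM against 332 and 359 CPM in MF (log2 -2.08 ± 0.197 SE, adjusted p = 0.0307). It was the only protein-coding gene of the 3 called among 13433. The others were uncertain: Prss23os, an antisense gene inside Prss23, had 0 counts in LF and 1774 in MF over both libraries (adjusted p = 0.00116), and the processed pseudogene Gm8203 had 0 and 1861 (adjusted p = 0.00276). Below the threshold were Elob, an elongin subunit (log2 -1.68 ± 0.186 SE, adjusted p = 0.057), Uqcr11, a subunit of respiratory complex III (-2.15 ± 0.262, adjusted p = 0.0823), Ndufa13 of complex I (-1.32 ± 0.207, adjusted p = 0.0862), Gng11, a G protein subunit (1.40 ± 0.299, adjusted p = 0.136) and the pentraxin Ptx3 (1.19 ± 0.3, adjusted p = 0.171).

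As lists, genes of the ATF4 and amino acid stress response were lower in LF polysomes (26 tested, median log2 -0.63, 15 lower adjusted over the list alone, camera adjusted p = 3.04e-08, adjusted p = 0.84 with an estimated correlation). Glycolysis enzymes (median -0.66, 4 lower adjusted over the list alone, camera adjusted p = 1.2e-05, 0.887 as adjusted p with an estimated correlation), cytosolic ribosomal proteins (79 tested, 1 fell, 4 up and 29 down adjusted over the list alone, median -0.25, camera adjusted p = 6.6e-06, 0.887 likewise) and metallothioneins (median -0.60, 3 lower adjusted over the list alone, camera adjusted p = 0.0129, 0.84 likewise) were also lower. The study's 8 genes lay higher (median 0.36, camera adjusted p = 0.0397, 0.84 likewise) and the 18 mRNAs it called neutral for methylation and translation lower (median -0.43, camera adjusted p = 0.0337, 0.887 likewise), both lists chosen on these samples and not independent evidence. Limma voom called 17 genes and DESeq2 668. The count of called genes rose when either LF library was left out and fell when either MF library was. Both steps leave a compared group with 1 library, so the size of these moves decides nothing. Without LF replicate 1, LF rests on replicate 2 alone, the library that stood apart.

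TE in LF was compared with MF to ask which mRNAs were loaded on polysomes differently from what their total level gave. Some genes for ribosomal proteins, metallothioneins and respiratory complex subunits were among those with lower TE in LF. Rplp1 fell 4-fold (SE 0.22 on the log2 scale, adjusted p = 0.0148), the complex III subunit Uqcr11 fell 4.33-fold (adjusted p = 0.0284), and Mt1, Mt3 and Mt2, which bind zinc and copper, fell 3.51-fold, 3.21-fold and 2.45-fold (adjusted p = 0.0484, 0.0374 and 0.0497). Of 14421 genes, 34 were called, 5 up and 29 down, and 22 of them were protein-coding. Their values come from polysome LF libraries of unequal composition. Rplp1 had a log2 polysome to total ratio of -1.13 and -1.75 in LF, and of 0.46 and 0.62 in MF. Some were also lower in HF, in fits of only the MF and HF libraries. There Mt1 had a TE change of log2 -0.771 (adjusted p = 0.0391). Polysome mRNA of Mt3, Rplp1 and Sf3b5 changed by log2 -0.579, -0.494 and -0.826 (adjusted p = 0.0316, 0.0464 and 0.0168). How many of the 34 did so was not counted, and high values in the shared MF libraries were not tested as a cause.

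Of the 79 cytosolic ribosomal protein genes, 8 fell and none rose. Among them were Rps26 (2.47-fold) and Rpl41 (2.36-fold), each with adjusted p = 0.0334. Adjusted over the list alone, 6 rose and 31 fell, with a median of log2 -0.19 and a camera adjusted p = 4.69e-08, or adjusted p = 0.88 with an estimated correlation. Complex I subunits encoded in the nucleus included 2 that fell of 44 (10 adjusted over the list alone): Ndufa13, which the study followed by western blot (2.49-fold, log2 -1.32 ± 0.213 SE, adjusted p = 0.0497), and Ndufs8 (2.04-fold, adjusted p = 0.0497). For that list camera gave adjusted p = 0.0254, or adjusted p = 0.944 with an estimated correlation and 0.55 after a trend on gene length was removed. All 3 called metallothioneins are among 6 tested zinc response genes (median log2 -0.76, camera adjusted p = 0.000314, adjusted p = 0.203 with an estimated correlation). Among the other genes that fell were Thap3 (4.1-fold), the splicing factor subunit Sf3b5 (4.15-fold), Gtpbp6 (log2 -2.15 ± 0.341 SE) and Rpl37rt (9.12-fold), a retrotransposed copy of Rpl37 whose counts are uncertain.

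**Figure D2:**
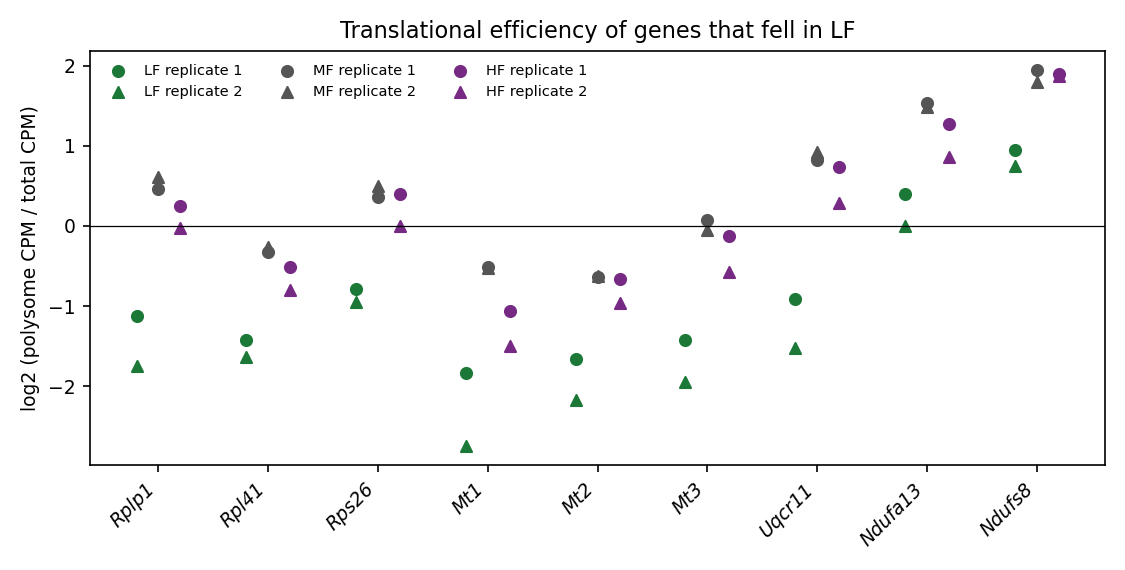
Log2 ratio of polysome to total CPM for 9 genes with lower TE in LF, for each dose and replicate number (green LF, grey MF, purple HF; circle replicate 1, triangle replicate 2). For Rplp1 the LF values are -1.13 and -1.75 and the MF values 0.46 and 0.62.

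The ATF4 and amino acid stress list had negative values for 25 of 26 genes in LF (median log2 -0.56, none called over all genes and 7 lower adjusted over the list alone, camera adjusted p = 7.32e-07), and glycolysis for 15 of 17 (median -0.59, camera adjusted p = 7.79e-05). With an estimated correlation adjusted p = 0.287 and 0.88. Among the 5 genes with higher TE was the pseudogene Rpl14-ps1 (4.09-fold, adjusted p = 0.0497), which is uncertain. Gng11, the other gene followed by western blot in LF, had log2 1.47 ± 0.306 SE (adjusted p = 0.0907). The study reports more Gng11 protein in LF. Gng11 passed with Ptx3 (1.07 ± 0.418, adjusted p = 0.265) when adjusted over the 3 western blot genes alone, a list chosen on these samples. Prss23os and Gm8203, uncertain for the reasons above, had 1307 and 1280 counts in total mRNA of LF, summed over both libraries, and 0 in polysome LF. The count of 34 fell when any total, polysome MF or polysome HF library was left out. It rose without either polysome LF library, but LF then holds 1 polysome library, so the size of that rise decides nothing. The count was 5 with a block on the replicate number and 4 with only the compared libraries. DESeq2 called 647 genes including all 34, and limma voom 6, of which 3 were among the 34. After a trend on GC content was removed, 198 genes were called, and only 22 of the 34 were among them.

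Polysome mRNA and TE in HF were compared with MF to ask what excess folic acid did to loading. In the planned edgeR fits no gene was called in either, with 453 of 13433 genes at an unadjusted p under 0.05 in polysome mRNA and 599 of 14421 in TE. DESeq2 called 24 and 30, and limma voom with quality weights 654 and 261. In fits of only the MF and HF libraries, which leave out the spread of polysome LF, edgeR called 707 genes in polysome mRNA (296 up, 411 down) and 217 in TE (94 up, 123 down). With polysome LF replicate 1 or 2 left out of the planned fits, genes were also called, both in polysome mRNA and in TE. The genes that follow are named from the fits of the compared libraries.

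In those fits, some genes of developing neurons and 4 of the Notch pathway had lower TE in HF, although the Notch list was not called in the 12-library fit (median log2 0.06, camera adjusted p = 0.0993). Among them were Dcx, a microtubule protein of migrating neuroblasts (2.62-fold lower, log2 -1.39 ± 0.221 SE, adjusted p = 0.016), Gad2, which makes GABA (2.64-fold lower, adjusted p = 0.0305), the interneuron factors Dlx1 and Dlx2 (1.91-fold and 1.96-fold lower, adjusted p = 0.0121 and 0.0186), the Notch ligands Dll1 and Dll3 (1.87-fold and 2.18-fold lower), Mfng (2.23-fold lower) and Hes6 (1.58-fold lower). The neuron marker Stmn2, named here outside the rule as a call in the other direction, was 3.13-fold higher (adjusted p = 0.0436). The potassium channel gene Kcnc1 (2.22-fold lower, adjusted p = 0.00439), Btbd17 (2.4-fold lower), Gadd45g (2.24-fold lower), Bcan (2.35-fold lower), the lipid carrier Apoe (1.7-fold lower) and the Wnt ligand and receptor Wnt7b and Fzd2 (1.8-fold and 1.5-fold lower) also fell. In the fit of all 12 libraries, the neuron list had a median of log2 -0.69 (17 tested, 1 up and 5 down adjusted over the list alone, camera adjusted p = 4.08e-08), and it held with an estimated correlation (adjusted p = 0.0358).

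Other genes had higher TE in HF in those fits. Plscr2, a phospholipid scramblase, rose 4.97-fold (log2 2.31 ± 0.258 SE, adjusted p = 0.0055), Lum, a matrix proteoglycan, 5.17-fold (adjusted p = 0.0121), P2rx3 4.8-fold (adjusted p = 0.0399), Edn1, the endothelin precursor, 4.43-fold (adjusted p = 0.0121), Thsd4 3.54-fold (adjusted p = 0.00716), Fbln5 3.01-fold (adjusted p = 0.00703), Thy1 2.78-fold, Acta2 2.46-fold, Tagln 2.29-fold, Timp3 1.88-fold and Col8a1 1.71-fold. In the 12-library fit Plscr2 had adjusted p = 0.0691 and Fbln5 adjusted p = 0.178. The mesenchymal and mural list had 13 of 17 values above 0 in TE (median log2 0.82, 8 higher adjusted over the list alone, camera adjusted p = 9.24e-15, adjusted p = 0.13 with an estimated correlation), whereas in total mRNA it had been lower. In polysome mRNA the list itself lay higher (median 0.46, 6 higher adjusted over the list alone, camera adjusted p = 4.4e-06, 0.531 as adjusted p with an estimated correlation). The study's 8 genes, which are not independent evidence, had a TE median of 0.91 (5 higher adjusted over the list alone, camera adjusted p = 1.35e-14), which held with an estimated correlation (adjusted p = 0.00779). Extracellular matrix genes had a TE median of 0.14 (camera adjusted p = 0.00169, adjusted p = 0.484 with an estimated correlation).

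Genes of cell division and of sterol synthesis shifted down in HF. All 20 mitosis genes had negative TE values (median log2 -0.33, camera adjusted p = 9.49e-07), as did 25 of 26 DNA replication genes (median -0.28, camera adjusted p = 4.35e-05) and 18 of 21 genes of cholesterol synthesis (median -0.23, camera adjusted p = 0.00404). Their adjusted p = 0.239, 0.476 and 0.484 with an estimated correlation. Members named from the fits of the compared libraries were Aurkb (1.52-fold lower TE, adjusted p = 0.0484), the licensing factor Cdt1 (1.62-fold lower TE) and Srebf2 (1.47-fold lower TE). In polysome mRNA they were Plk1 (1.73-fold lower), Cdc20 (1.57-fold lower) and Mvk (1.73-fold lower). Outside these lists, polysome mRNA of the folate transporter Slc46a1 was 1.61-fold lower (adjusted p = 0.0417) and that of the folate enzyme Aldh1l2 1.71-fold higher (adjusted p = 0.0354). Neural stem cell markers (median TE -0.23, camera adjusted p = 0.00836), the Wnt pathway (-0.13, camera adjusted p = 0.0209), mitochondrially encoded mRNAs (-0.66, camera adjusted p = 0.000279) and nuclear genes of complexes II to V (-0.10, camera adjusted p = 0.0398) were lower too, with adjusted p = 0.148, 0.476, 0.476 and 0.583 with an estimated correlation. The call of the mitochondrial mRNAs rests on polysome HF replicate 2, where they took 0.3% of the counts against 0.58% in replicate 1 and 0.536% and 0.725% in MF, and camera gave adjusted p = 0.379 without it. No member of these lists was called in the 12-library fit.

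The ATF4 list had the opposite sign to that in LF. In HF, 23 of 26 ATF4 and amino acid stress genes had TE values above 0 (median log2 0.24, camera adjusted p = 4.35e-05, adjusted p = 0.233 with an estimated correlation), and ER chaperones shifted up (median 0.16, camera adjusted p = 0.0398, adjusted p = 0.408 with an estimated correlation). In the fits of the compared libraries, Ddit3, a stress transcription factor, rose 1.97-fold in TE (adjusted p = 0.0407), the ER chaperone Hspa5 1.78-fold (adjusted p = 0.0269), Dnajb9 1.58-fold and Cth, which makes cysteine, 1.78-fold (adjusted p = 0.0419). Ptx3, which the study followed by western blot, was 2.5-fold higher in HF polysomes there (log2 1.32 ± 0.225 SE, adjusted p = 0.0092), against log2 1.33 ± 0.3 SE and adjusted p = 0.948 in the fit of 6 polysome libraries. The markers of astrocytes (camera adjusted p = 0.0512), oligodendrocyte lineage (0.251), microglia (0.518), endothelium (0.178) and ependyma (0.519) did not pass in TE of HF.

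TE was also compared directly between HF and LF, the widest step in dose. Rplp1 rose 2.98-fold (adjusted p = 0.0466), Uqcr11 3.4-fold (adjusted p = 0.0492), the actin-binding gene Tagln 2.99-fold (log2 1.58 ± 0.212 SE, adjusted p = 0.0466) and Fbln5 3.18-fold (adjusted p = 0.0483). Ccna2, the cyclin of DNA replication and early mitosis, fell 2.42-fold (adjusted p = 0.0363) and the splicing factor Srsf2 2.6-fold (adjusted p = 0.0466). In all, 14 genes were called, 11 up and 3 down, and 2114 had an unadjusted p under 0.05. All 20 mitosis genes had negative values (median log2 -0.42) and all 17 mesenchymal markers positive values (median 0.77, 2 rose, 6 higher adjusted over the list alone). Camera adjusted p = 1.28e-06 and 8.75e-11, and adjusted p = 0.246 and 0.16 with an estimated correlation. The count of 14 rose when either polysome LF library was left out, but LF then holds 1 polysome library. It fell when any other library was left out. DESeq2 called 716 genes, 13 of them among the 14, and limma voom 1, which was not among the 14. A block on the replicate number gave 3 genes and the compared libraries alone 2. All of these were among the 14 and higher in HF, so Ccna2 and Srsf2 were called in neither.

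**Figure D3:**
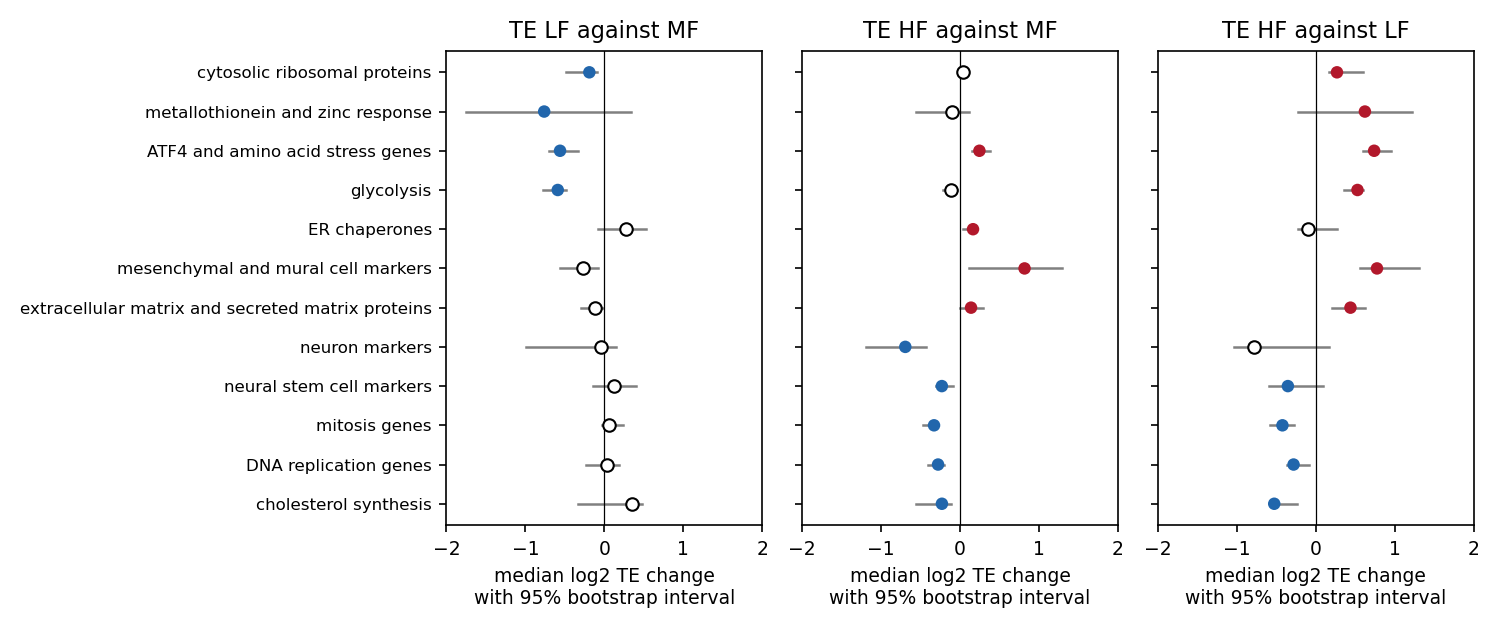
Median log2 TE change of 12 gene lists in LF against MF, HF against MF and HF against LF, with 95% bootstrap intervals over the genes of a list. Filled red or blue points were called up or down by camera at its preset correlation and open points were not. The ATF4 list lies at -0.56 in LF and 0.24 in HF.

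The polysome fraction was compared with total mRNA over the 3 doses to describe which mRNAs were on several ribosomes. Genes of the amino acid stress response were among those with high ratios. Trib3, a stress-induced pseudokinase, was 209-fold higher in polysome than in total mRNA (log2 7.71 ± 0.145 SE, adjusted p = 6.3e-10), Chac1, which degrades glutathione, 88.2-fold higher, the stress factor Atf3 84.8-fold, and Asns, which makes asparagine, 41.8-fold. Among the RNAs that were lower, the nuclear RNA Malat1 was 64.9-fold lower (log2 -6.02 ± 0.234 SE), mt-Nd2 27.7-fold lower and the proliferation marker Mki67 17.4-fold lower. Of 14421 genes, 10242 (71.02%) were called, 4711 up and 5531 down. The median length was 1831 bases for those that rose, 3573 for those that fell and 2589 for all tested. By dose, 7724 genes were called in LF (3610 up, 4114 down), 7962 in MF (3743 up, 4219 down) and 8135 in HF (3707 up, 4428 down).

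All 26 ATF4 and amino acid stress genes rose in polysome mRNA (median log2 3.10, camera adjusted p = 6.86e-53), and the call held with an estimated correlation (adjusted p = 0.0032). Besides those named, Nupr1 was 21.6-fold higher, the amino acid transporter subunit Slc3a2 13.7-fold and the proline enzyme Pycr1 12.4-fold. Enzymes of folate and single-carbon metabolism included the mitochondrial Mthfd2 (15.6-fold), Aldh1l2 (8.56-fold) and Shmt2 (7.78-fold), and 16 of that list rose and 6 fell (camera adjusted p = 0.00229, adjusted p = 0.292 with an estimated correlation). Ostn (1620-fold) and Fgf21 (1130-fold), with at most 3 counts in total mRNA, lay above Trib3. Other genes with large ratios were the secreted inhibitors Serpinc1 (188-fold) and Serpinf1 (46.5-fold), Bcat1, which acts on branched-chain amino acids (42.5-fold), and Cth (32.1-fold). Trib3 (ENSMUSG00000032715) lies on chromosome 2 from 152337422 to 152344032, Chac1 (ENSMUSG00000027313) on chromosome 2 from 119351229 to 119354381, Atf3 (ENSMUSG00000026628) on chromosome 1 from 191170296 to 191218039 and Asns (ENSMUSG00000029752) on chromosome 6 from 7675169 to 7693254, all protein-coding.

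**Figure D4:**
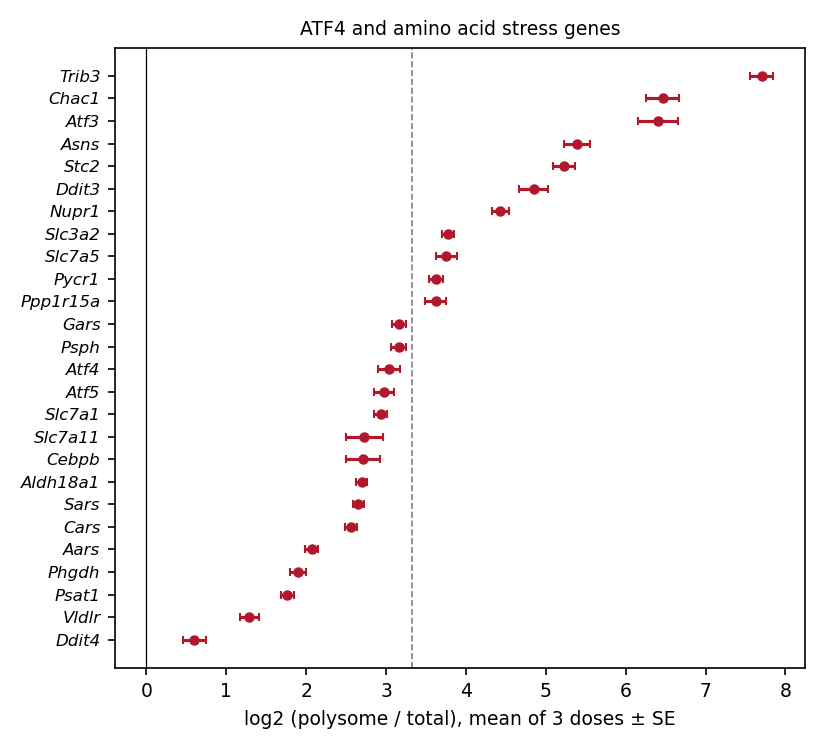
Log2 ratio of polysome to total mRNA over the 3 doses for the 26 genes of the ATF4 and amino acid stress list, with bars of 1 standard error (n = 6 libraries per fraction). The dashed line marks a ratio of 10, which 11 genes exceed, Trib3 the most at log2 7.71.

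Parts of the translation and respiration machinery were higher in polysomes. Of 77 mitochondrial ribosomal protein genes 70 rose (median log2 0.94, among them Mrpl24 at 1.79), of 44 complex I genes 41 rose (median 0.91, Ndufs3 at 1.66), complexes II to V had 28 up and 2 down (median 0.62, Atp5h at 1.59), cytosolic ribosomal proteins had 58 up and 8 down (median 0.57, Rpl7 at 1.42) and TOP translation factors 15 up and 1 down (median 0.40). Their camera adjusted p = 2.58e-14, 9.43e-10, 9.4e-06, 3.31e-06 and 0.000907, and with an estimated correlation adjusted p = 0.143, 0.235, 0.292, 0.426 and 0.292. ER chaperones (13 up, 2 down, camera adjusted p = 0.000184), glycolysis (13 up, 1 down, 0.0045), immediate early genes (11 up, 1 down, 0.011) and mesenchymal markers (11 up, 2 down, 0.000125) were also higher, with adjusted p = 0.146, 0.553, 0.569 and 0.292 with an estimated correlation.

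Lower in polysomes were nuclear long noncoding RNAs (12 of 13 fell, median log2 -2.87, camera adjusted p = 5.54e-06), with Miat 68.2-fold and Neat1 7.32-fold lower, mitochondrially encoded mRNAs (11 of 13 fell, median -2.96, camera adjusted p = 0.000244), mitosis genes (12 fell and 2 rose, median -0.82, camera adjusted p = 0.000125), with Cenpe at -3.45, Cenpf at -3.36 and Top2a at -2.13, and the PI3K, AKT and mTOR pathway (17 fell and 2 rose, median -0.76, camera adjusted p = 0.0298), with Irs1 at -2.50 and Rictor at -2.23. With an estimated correlation adjusted p = 0.292, 0.387, 0.292 and 0.235. Slfn9, a Schlafen gene, was 113-fold lower. Nes had log2 -1.70 and Sox2 0.00 (adjusted p = 0.989). After a trend on gene length was removed, the PI3K list had the opposite sign (camera adjusted p = 0.862) and the cytosolic ribosomal proteins were no longer called (camera adjusted p = 0.358). Of the 16 lists called over the 3 doses, 12 held after that removal and 14 after a trend on GC content was removed.

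Among the mRNAs that the study grouped by how methylation of cytosine in RNA (m5C) went with translation, the 8 positive ones all rose in polysomes (Surf4 at 0.77 among them, median log2 0.76, camera adjusted p = 0.00269, adjusted p = 0.331 with an estimated correlation) and both negative ones fell (Col4a6 lay at 0.098 after a trend on gene length was removed). Of the 18 neutral ones, Nelfb rose (0.40), Hnrnph1 fell (-0.45, but 0.344 after a GC trend was removed) and 16 did not pass. These lists were chosen on these samples, so the counts are not independent evidence. Nsun2, which writes m5C in RNA, rose (log2 1.18), and Tet1, Tet2 and Tet3, which oxidise methylcytosine, fell (-2.13, -2.69 and -1.36), though Tet3 lay at 0.025 after a trend on gene length was removed. Of the 18 methylation enzymes and readers 6 rose and 9 fell (camera adjusted p = 0.538). In TE of LF and HF against MF none of the 18 was called.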

Values the study reported

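The study called no gene changed in total mRNA of LF against MF. For HF against MF it listed 8 genes, of which 6 were lower and 2 higher. In translation efficiency, 94 genes went down and 2 up in LF, and 148 went down and 253 up in HF. Set against total mRNA, polysome mRNA had 7128 transcripts up and 7379 down in LF, 6970 up and 7036 down in MF, and 7285 up and 7262 down in HF.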

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

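The tests on GC content, gene length and carry-over in polysome LF replicate 2, and the bounds on the medians of the ribosomal protein list, were written down before their results were seen. The tests of each whole cause for the ribosomal protein list, and all those on the ATF4 list, were chosen only after the result was seen.

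The direct comparison of TE in HF with LF tests whether the responses to the outer doses differ, and 14 genes differed in edgeR's quasi-likelihood test. Among them the uncertain genes Prss23os (antisense, adjusted p = 6.47e-06), Gm8203 (pseudogene, adjusted p = 0.000284) and Gm6851 (pseudogene, adjusted p = 0.0411) had 0 counts or 1 count in polysome LF. Ccna2 was lower in HF (adjusted p = 0.0363). Srsf2 was lower, and Tagln, Rplp1 and the tryptophan tRNA synthetase gene Wars (2.14-fold) were higher, each with adjusted p = 0.0466. Rpl37rt, Fbln5 and Elob (2.4-fold) were higher and Gm26880 lower (adjusted p = 0.0483), and Uqcr11 was higher (adjusted p = 0.0492). Wars and Gm26880 are named only because they are among the 14.

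In the same comparison 12 lists differed by camera, and none passed with an estimated correlation (adjusted p from 0.0589 to 0.721). Higher in HF were ATF4 and amino acid stress genes (median log2 0.74, adjusted p = 3.39e-17, adjusted p = 0.0589 with an estimated correlation), mesenchymal markers (adjusted p = 8.75e-11), cytosolic ribosomal proteins (0.27, adjusted p = 5.5e-10), glycolysis (0.53, adjusted p = 0.000185), extracellular matrix (0.44, adjusted p = 0.000365), metallothioneins (0.62, adjusted p = 0.00398) and the study's 8 genes, which are not independent evidence (0.62, adjusted p = 0.00363). Lower were mitosis genes (adjusted p = 1.28e-06), cholesterol synthesis (-0.53, adjusted p = 3.77e-05), mitochondrially encoded mRNAs (-1.11, adjusted p = 0.000475), neural stem cell markers (-0.35, adjusted p = 0.00296) and DNA replication genes (-0.28, adjusted p = 0.0077). The replicates disagreed for the mitochondrial mRNAs. In polysome replicate 1 they took 0.489% of the counts in LF and 0.58% in HF, and in replicate 2 0.945% and 0.3%.

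Polysome LF replicate 2 differed from replicate 1 in a way that followed the GC content of genes. A trend on GC content took up 53.2% of the variance of their log2 ratio across 13355 genes (r = -0.72 across genes, which are not independent replicates). A trend on length took up 1.9% and a trend on the total to polysome ratio of MF, which carry-over of RNA from outside the polysomes would follow, 7%, both under the 10% set beforehand as excluding them. The library may therefore carry a GC bias from its preparation or sequencing, which no label records. Nuclear RNAs (median log2 0.41) and mitochondrial mRNAs (0.886) were higher in it, so a smaller part of its difference stays open.

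The lower TE of ribosomal protein mRNAs in LF (median log2 -0.189) was set against GC, length, this library and pseudogene copies. The bound of -0.2 written beforehand was already met without any correction, so the medians of -0.178 (GC trend removed), 0.03 (length trend removed), -0.334 (without polysome LF replicate 2) and -0.285 (counts summed with 523 pseudogenes) could not decide by it. With GC, the library or the pseudogenes corrected for, the upper 95% bound of the median stayed below 0 (-0.053, -0.233 and -0.086). At its preset correlation camera still called the list after the GC and pseudogene corrections (adjusted p = 4.5e-05 and 1.07e-09). The bound comes from drawing genes and carries no spread between libraries, and the value without replicate 2 rests on 1 polysome LF library. GC, the library and the pseudogenes are therefore not excluded as the whole cause, though the median was also negative without replicate 2. Before any correction the list had adjusted p = 0.88 with an estimated correlation, so the pattern itself is a call at the preset correlation only. A length bias cannot be told apart from a response to folic acid, because these genes are nearly all short and with a length trend removed the interval reached 0.175, with 4 genes still called lower and camera adjusted p = 0.0152. A response of ribosomal protein mRNAs to low folic acid also stays open.

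The ATF4 and amino acid stress genes had a median polysome to total ratio of log2 3.10, and 11 of 26 exceeded 10-fold. Loading of the same mRNA pool that the total libraries sampled stays open: the median ratio would leave the typical mRNA at most 11.7% of its copies in the pooled fractions, and the ratio of Trib3, the highest of the list, at most 0.479%. No library measures that share. A GC trend was excluded, as the median was 3.202 after its removal (95% interval 2.809 to 3.702). That the cells behind the polysome libraries were in another state, such as stress during cycloheximide treatment or lysis, may explain it but stays open: 7 protein-coding genes had at most 3 counts over the 6 total libraries and at least 1 CPM in every polysome library, fewer than the 10 asked for, against 1 gene in the reverse direction. Fraction and handling are confounded in this design, and no label tells whether both fractions came from the same dishes.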

How the results depend on the processing

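GC removal and list tests beyond the block, length, fry and estimated correlation were chosen after seeing the data. Named genes kept direction and side of the threshold in 4907 of 6196 comparisons over all alternatives, and lists in 5711 of 6574. Counts of calls below are in the order total LF, total HF, polysome LF, polysome HF, TE LF, TE HF and TE HF against LF, where the values were 1, 12, 3, 0, 34, 0 and 14. DESeq2 gave 2, 23, 668, 24, 647, 30 and 716, limma voom 1, 20, 17, 654, 6, 261 and 1, only the compared libraries 2, 34, 3, 707, 4, 217 and 2, no filter 2, 20, 5, 0, 20, 0 and 15, relative log expression factors 1, 11, 4, 0, 54, 0 and 39, length removal 3, 12, 2, 0, 26, 0 and 27, and GC removal 1, 14, 448, 3, 198, 13 and 933. Deviations of libraries with the same replicate number correlated little (-0.147 to 0.16), and why a block on the number moved the counts was not tested: it gave 36, 87, 231, 2, 5, 0 and 3, with length removal 41, 90, 608, 10, 11, 0 and 8, and a block by culture 6, 0 and 4 for TE. Leaving out 1 library gave 1 to 70, 0 to 97, 2 to 6987, 0 to 783, 2 to 6853, 0 to 443 and 2 to 5576. Polysome against total mRNA in LF fell from 7724 to 3902 with voom and 3420 with the compared libraries, and over the 3 doses, where 10242 were called, the count was 9566 with length removal, 9667 with voom, 11044 without the filter and 9883 to 11062 with 1 library left out. Called lists fell from 128 to 6 with an estimated correlation, by its construction. The cause of the other moves was not tested. Signs turned over the 3 doses for Col4a6 (log2 0.10 after length removal, 0.094 with the block too), Col8a1 (0.41 and 0.404, and 0.064 after GC removal), Tet3 (0.025 and 0.022), Hnrnph1 (0.344) and Ogn (1.13 after GC removal). List signs turned after length removal for ribosomal proteins in LF (adjusted p = 0.883), PI3K genes in MF (0.818) and over doses (0.862), and matrix genes (0.0166 and 0.019), after GC removal for the Hedgehog pathway in LF polysomes (0.0396) and TE (0.044), and with 1 library left out for total LF vs MF: cytosolic ribosomal proteins (2.26e-12 to 0.345, 3.01e-05 without LF replicate 2) and polysome HF vs MF: immediate early genes (0.0158 to 0.939, 0.0406 without MF replicate 1). Without the filter the LF and HF responses correlated at 0.485 in total and 0.451 in polysome mRNA, from 0.359 and 0.512. For each polysome and TE count of a dose, the highest value came without a polysome LF library, although their depth was close to that of the other polysome libraries.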

Other observations

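The tests of the mesenchymal list were chosen only after the result was seen, and the split and shared-control tests were planned.

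Several genes, some of them secreted factors, were nearly absent from total mRNA and detected in polysomes at every dose. Fgf21, a stress hormone, had 3 counts over the 6 total libraries and 3879 over the 6 polysome libraries, the bone and muscle peptide Ostn 1 and 2894, Fibin 3 and 1332, Adm2 0 and 570, Cyb5r2 2 and 480, Mei4 2 and 347, and Fetub 2 and 244. These genes were picked after their values were seen. In the reverse direction Gm21750 had 455 counts in total and 3 in polysome mRNA.

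Zbed6, which lies in an intron of Zc3h11a and shares its transcript, had 2071, 2067 and 1986 counts in total mRNA of LF, MF and HF and 0, 5 and 13 in polysomes, where its host had 15610 counts against 19947 in total mRNA. Nested genes are uncertain in RSEM counts.

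Lower mesenchymal markers in total mRNA of HF (median log2 -0.402, 95% interval -0.526 to -0.16) may reflect fewer such cells in HF cultures, which would lower polysome mRNA by about as much. The polysome median was 0.459 (-0.046 to 0.775), and the lower 95% bound of the TE median was 0.108 (median 0.817, upper bound 1.296, camera adjusted p = 9.24e-15, adjusted p = 0.13 with an estimated correlation). These values go against fewer cells as the whole cause only if both fractions came from the same cultures, which no label states, so it stays open. The study reports Nestin and Sox2 staining in all cells and reads this as a highly homogeneous culture. It does not state the dose of the stained cells.

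In 100 of 462 possible splits of the 12 libraries into 6 and 6, the real split into fractions gave 10044 called genes and was the 1 split with so many. The highest other split gave 4626, and 5 of its 6 libraries in a group were of the same fraction. Chance can be excluded for that count, though not a difference in handling.

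The LF and HF responses share the MF libraries, so their log2 changes correlate without any effect. Across genes r was 0.336 in total mRNA, 0.505 in polysome mRNA and 0.451 in TE, against 0.51, 0.494 and 0.499 in 100 simulations of unchanged groups. Covariances were 0.0171, 0.131 and 0.142 against 0.0214, 0.0758 and 0.106, so the differences were -0.00435, 0.0553 and 0.0357. With 1 gene called in total mRNA of LF and none in polysome mRNA and TE of HF, the overlap of calls decides nothing. The 2 MF libraries of a fraction were not divided between the LF and HF changes, so part of any excess may come from them. The r of the fitted changes in total mRNA, another quantity, was 0.359, and 0.485 without the filter.

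Genes called with lower TE in LF numbered 29 here at the study's thresholds. That is lower than the value quoted from the study above. Genes called with higher TE in LF numbered 5 here. That is higher than the value quoted above. Both directions depend on the setting. DESeq2 called 436 down and 211 up, and GC removal gave 113 down. No gene was called up with the replicate block, and 1 was with only the compared libraries. In HF no gene was called in TE in either direction by edgeR in the fit of all 12 libraries, against 599 at an unadjusted p under 0.05, 30 by DESeq2 and 261 by limma voom. That is lower than the values quoted above. With only the compared libraries edgeR called 217 genes (94 up, 123 down), 428 without polysome LF replicate 1 (180 up, 248 down) and 443 without replicate 2 (179 up, 264 down), so the direction for the genes called down turns. In total mRNA of LF, 1 gene was called. That is higher than the value quoted above. In total mRNA of HF, 4 genes were called up and 8 down. Both are higher than the numbers quoted above, but no gene was called without MF replicate 1, MF replicate 2 or HF replicate 1.

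In polysome against total mRNA, the genes called up numbered 3610 in LF, 3743 in MF and 3707 in HF, and those called down 4114, 4219 and 4428. All 6 counts are lower than those quoted from the study above, which are of transcripts and not of the set of genes tested here.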
